A study of Mus musculus with 12 samples. Its data were reported in "Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34+ stromal cell subsets" (2022).

How the data were processed

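Non-endothelial stromal cells (SCs) were sorted by the authors as CD45-negative, CD24-negative, CD31-negative cells carrying podoplanin (gp38, Pdpn), from mesenteric lymph nodes (mLN) or skin-draining peripheral lymph nodes (pLN) of BALB/c mice kept specific pathogen-free (SPF) or germ-free (GF). Total RNA was amplified with a template-switching kit for low input (SMART-Seq v4), tagmented with Nextera XT and sequenced on a HiSeq2500 as single reads of 50 bp. This chemistry keeps no record of the strand, so reads of a gene and of an antisense neighbour cannot be told apart. The 12 libraries fall into 4 groups of 3, taken from the sample titles. The labels' source field disagrees with the titles for the pLN libraries, since it calls their node mesenteric as well as skin-draining, and the titles were followed. The study's methods name the SPF strain of this background by the CD90.1 allele of Thy1 and name no allele for the GF mice, which came from another colony. The labels give no genotype per library.

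According to the study's methods and the submitters' processing notes, reads were aligned with TopHat2 1.2.0 at default settings to GRCm38 (mm10) and counted per gene with HTSeq 0.12.4. Pairwise comparisons were made by the authors with DESeq2. The RPKM values (reads per kilobase of exon, scaled to the mapped reads of the library) were computed by the authors from the raw counts. The deposited log2 fold changes and the deposited p-values of 4 pairwise comparisons come from the authors' DESeq2 tests and were read only for checks. Calls from them covered 82.3% and 84.3% of the location calls made here in SPF and GF mice. For housing they covered only 58.6% of the calls in mLN and 45.5% in pLN. The sign of the deposited log2 fold changes is opposite to the order of the group names in their column names, with a Pearson correlation near -1.00 to the fold changes computed here in each comparison, so every direction given here was taken from the RPKM of the libraries themselves. How the genes of the table were selected is not given in the sources used here.

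The table holds 10253 genes. In 18 of them the symbol had been turned into a date by spreadsheet software, and these genes are not named. The 4 deposited fold changes of a gene follow from the same 4 group values, so the SPF location change should equal the sum and difference of the others. In 21 genes it did not, to within 1e-06 log2, of which 15 had a group listed at 0 in all its libraries, and these 21 were left out of the tests, which kept 10232. Genes with an RPKM of at least 1 in at least 3 libraries were tested, which left out 474 and kept 9758. Of all symbols, 9954 matched 1 gene of the GENCODE M21 annotation of GRCm38, from which positions are given. Reads that map to near-identical genes can be shared between them or lost in such counting, so the values of Ccl21a, Serpina1b, Ly6a, Mt1, Mt2 and the H2 genes are uncertain.

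Raw counts were not used here. RPKM of a gene move in steps of 1 read, and whole reads, up to a common factor per gene, were recovered for 100.0% of the kept genes at a relative tolerance of 1e-09. They sum to between 4.62 and 14.1 M reads per library and served only to describe depth and for a count-based alternative. Sampling error is therefore small for genes of several RPKM and large for genes near 1 RPKM.

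Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, trend and robust off) on log2(RPKM + 1), all 12 libraries in 1 fit of 4 group means. The design leaves 8 residual degrees of freedom, 15.1 after moderation. The 7 contrasts were mLN minus pLN within SPF and within GF mice, SPF minus GF within mLN and within pLN, their difference (the interaction), and both differences averaged over the other factor. A gene passed at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 2-fold. The pseudocount of 1 understates the change of genes of low RPKM. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used for all other steps.

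Gene lists, 28 in all, were written beforehand: 20 on stromal subsets, pathways and transcription factors, and 8 of markers of other cell types that the sort could hold. Some lists are mostly absent from the deposited genes, which hold 5 of 18 limb and body-wall factors and 9 of 39 Hox genes. Counts of members are therefore given out of those tested. The subset lists draw on subsets that the study names, so they are not independent evidence of a direction. The 23 lists with at least 3 tested members were tested with camera at its preset correlation of 0.01, adjusted over the 23, and again with the correlation estimated per list. The rotation test fry, which asks whether members move on balance in 1 direction and does not compare them with other genes, was run beside it.

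The genes named in the text follow a rule. For each pairwise comparison these are the 10 genes with the largest positive and the 10 with the largest negative change among those past both thresholds whose groups do not overlap, leaving out clone and predicted-gene names and pseudogenes. Added to them are up to 4 members of each list described with the lowest adjusted p, the genes that the study names for location or subset identity whatever their values, and the 5 lowest adjusted p in each direction for the interaction and the averaged contrasts. Gdf6, Sfrp5, Isl1 and Hoxd1 are not analysed here, and 1 gene that the rule takes is not reported here. The groups, the tests, the thresholds, the lists, this rule and all alternatives not said to be added later were fixed before the data were examined.

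The labels share replicate numbers across groups. Deviations from the group means were correlated between same-numbered libraries of both locations. In SPF mice these correlations were 0.46, 0.26 and 0.18, all above the 0.1 taken as the limit for a pair. The numbers were therefore read as pairing mLN and pLN in SPF mice. That reading is uncertain, since mLN replicate 1 with pLN replicate 3 (0.30) and mLN replicate 3 with pLN replicate 1 (0.21) correlated as much. In GF mice the same-numbered correlations were 0.23, 0.22 and 0.08, and the numbers were not read as pairs. Differently numbered GF libraries correlated at 0.03 at most, so both readings are assumptions. The labels do not say whether the libraries of a group came from separate animals, so p-values measure the spread between these libraries, which may be technical in part. The study states that bulk sequencing included replicates from independent experiments, without saying which libraries these were.

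Alternatives were pseudocounts of 0.1 and 0.5, no filter on low values, a filter at 5 RPKM, median-of-ratios rescaling, quantile normalization, limma with trend and robust on, only the 6 libraries compared, no fold threshold, a replicate block, and leaving out each library in turn. Added after seeing the data were 4 more: keeping the 21 genes left out, limma-voom on the recovered reads, and a replicate block within housing, as a fixed term or as a shared correlation.

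The fit was tested on simulated data in which 200 genes were changed by a known fold. These were drawn only from genes with a mean above 2 RPKM, so recovery at lower RPKM was not tested. Over the 7 contrasts, 4-fold changes were recovered in 95% to 100% of genes and 2-fold changes in 14% to 26%. A simulated 2-fold change lies at the fold threshold itself, so its low recovery follows largely from that setting. Without the fold threshold 2-fold changes were recovered in 52% of genes for the interaction and in up to 99% for the others. At most 4 unchanged genes passed in any contrast.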

Results

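To compare SCs of gut-draining and skin-draining lymph nodes with and without a microbiota, gene expression was measured by RNA-seq in sorted non-endothelial SCs. The 4 groups, mLN or pLN of either SPF or GF animals, had 3 libraries each. In mLN the recovered reads summed to 8.73 ± 0.918 M reads in SPF and 10.4 ± 3.19 M reads in GF mice, and in pLN to 9.86 ± 2.15 M and 9.42 ± 4.20 M reads (mean ± SD, n = 3 each). The shallowest library was pLN of GF mice, replicate 3, with 4.62 M reads, and the deepest was mLN of GF mice, replicate 2, with 14.1 M reads. Between 9315 and 9583 genes reached 1 RPKM in a library, and the 10 most abundant genes took 15.6% to 20.1% of the signal. Log2 values of libraries of the same group correlated at 0.977 to 0.995 (Pearson, across genes), and no pair differed by as little as sampling noise. Below, RPKM are means ± SD of 3 libraries (n = 3), and differences are log2 changes on the log2(RPKM + 1) scale ± the limma SE. Each library is a bulk of mixed SC subsets, and the study describes a subset composition that differs between pLN and mLN. A difference here may therefore lie in the share of a subset or in expression per cell.

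Location separated the libraries along the first principal component, which held 74.9% of the variance over the 9758 tested genes. Libraries from mLN lay between -42.7 and -27.8 on it and those from pLN between 28.1 and 46.1. Housing separated them along the second component, with 9.31% of the variance, where SPF libraries lay between 5.90 and 19.8 and GF libraries between -16.5 and -8.50. The third component held 4.95%, and its lowest values were those of SPF replicate 2 from both locations, at -12.9 and -15.8.

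**Figure D1:**
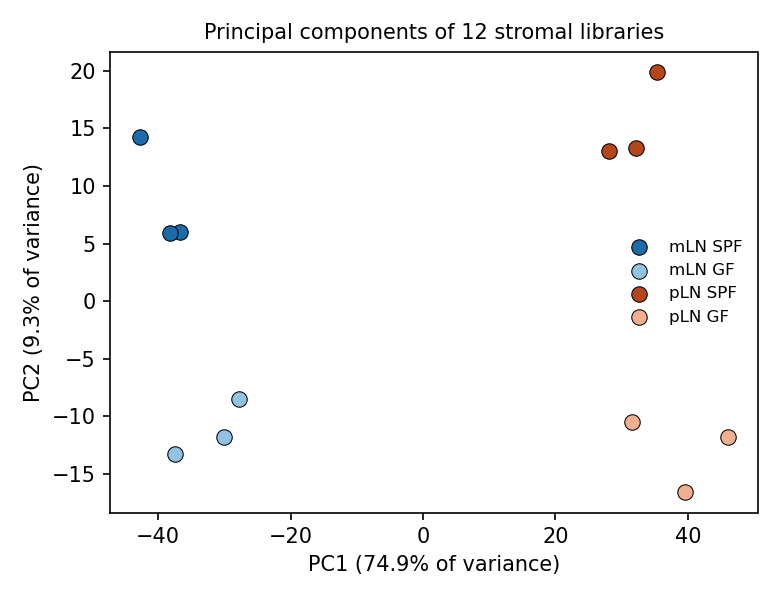
Principal components of the 12 libraries over the 9758 tested genes, with the first component (74.9% of the variance) on the horizontal axis and the second (9.31%) on the vertical axis, in arbitrary units; each point is 1 library, coloured by group. Location divides the libraries along the horizontal axis and housing along the vertical axis.

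The first comparison asked how mLN and pLN SCs differ in SPF mice. SCs from mLN expressed Nkx2-3 and Tcf21, transcription factors of the visceral mesoderm that pLN SCs nearly lacked. Nkx2-3, a homeobox factor needed for the development of spleen and gut-associated lymphoid tissue, stood at 36.8 ± 4.21 RPKM in mLN and 0.0399 ± 0.0452 RPKM in pLN (5.18 ± 0.11, limma adjusted p = 1.19e-13). Tcf21, a basic helix-loop-helix factor of visceral mesenchyme, stood at 47.1 ± 4.80 and 0.415 ± 0.0930 RPKM (5.09 ± 0.13, limma adjusted p = 4.23e-13). Aldh1a2, which makes retinoic acid from retinal, was higher in mLN at 39.0 ± 16.5 against 0.308 ± 0.0605 RPKM (4.86 ± 0.33, limma adjusted p = 1.32e-08). Conversely, the lymphoid chemokines Ccl19 and Cxcl13 were far lower in mLN. Ccl19, a ligand of CCR7 that draws T cells and dendritic cells, was at 17.0 ± 7.63 RPKM in mLN and 1014 ± 133 RPKM in pLN (-5.90 ± 0.27, limma adjusted p = 2.15e-10). Cxcl13, which draws B cells into follicles, was at 4.12 ± 1.55 and 201 ± 10.5 RPKM (-5.35 ± 0.25, limma adjusted p = 3.70e-10). In GRCm38, Nkx2-3 lies on chromosome 19 from 43612325 to 43615892, Tcf21 on chromosome 10 from 22817281 to 22820174, Aldh1a2 on chromosome 9 from 71215789 to 71296243, Ccl19 on chromosome 4 from 42754525 to 42756577 and Cxcl13 on chromosome 5 from 95956951 to 95961068, all protein-coding genes.

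Other genes high in mLN were Tnfrsf11b, the decoy receptor of RANKL (4.06), Krtdap (4.24), Hp, which encodes haptoglobin (3.99), and Nov (3.58). The prostacyclin synthase gene Ptgis (3.57), C1qtnf3 (3.40) and Clic6 (3.22) were high as well. Their limma adjusted p lay between 8.57e-11 and 1.59e-07. Low in mLN were Sostdc1, a secreted antagonist of BMP and WNT ligands (-5.69), the aldehyde dehydrogenase Aldh3a1 (-5.25), the interleukin-1 decoy receptor Il1r2 (-5.00) and Serpina1b (-4.94). So were Clu (-4.86), the CCR7 ligand Ccl21a (-4.75), the desmosomal cadherin Dsc2 (-4.60) and Stmn2 (-4.52), with limma adjusted p of these 8 genes between 4.23e-13 and 9.16e-09. Across the 9758 genes tested with limma, 1013 passed both thresholds, 388 higher and 625 lower in mLN. At adjusted p alone the larger side turned, with 1925 higher and 1345 lower of 3270. The median change over all tested genes was 0.095, and 0.014 after median-of-ratios rescaling, so an offset of the scale can tilt these counts. That rescaling also lowered the higher share past both thresholds from 38.3% to 33.2%. The 3 mLN and 3 pLN libraries did not overlap for 1010 of the 1013 and for 43.5% of all tested genes, where chance gives 10%.

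**Figure D2:**
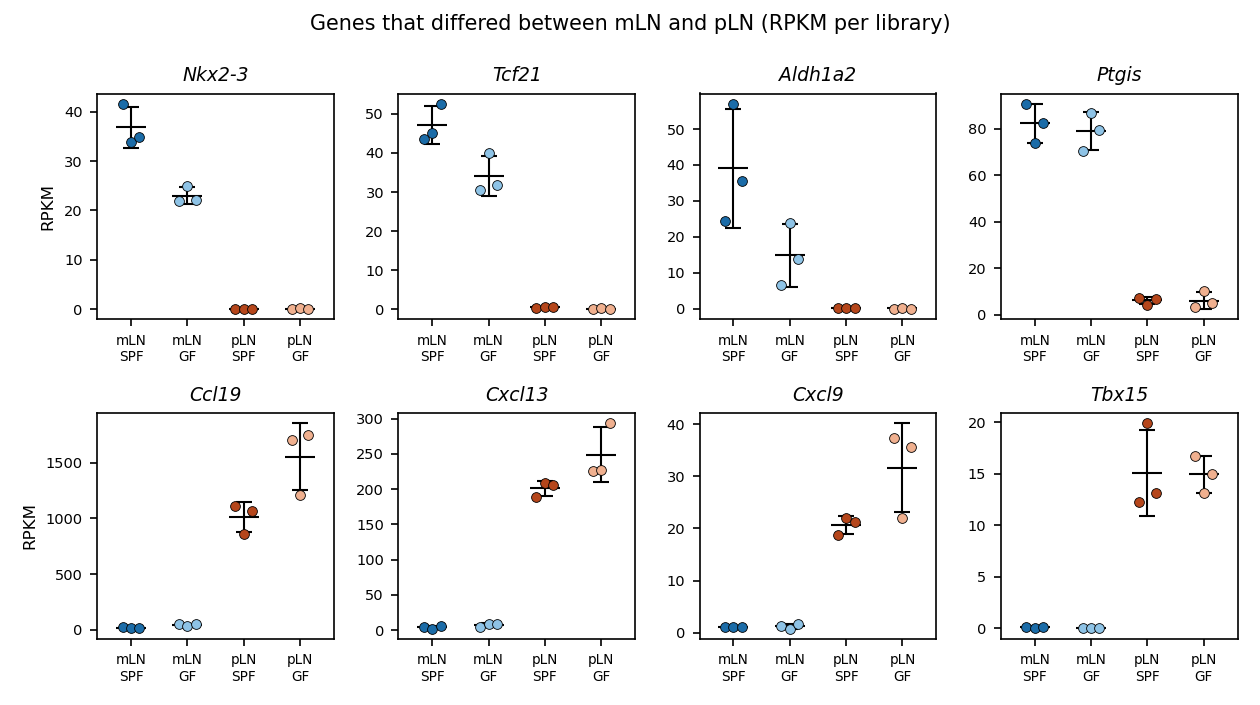
RPKM of 8 genes in each library (vertical axes, 1 scale per gene) by location and housing (horizontal axes); points are libraries, long bars are means and short bars span 1 SD either way (n = 3). Nkx2-3, Tcf21, Aldh1a2 and Ptgis are high in mLN, and Ccl19, Cxcl13, Cxcl9 and Tbx15 are high in pLN.

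Markers of fibroblastic reticular cells (FRCs) of the T zone were lower in mLN than in pLN. Of 15 tested members 12 were lower and 0 higher, the same numbers when adjusted over the list alone. The median was -3.39 (camera adjusted p = 9.14e-16, and adjusted p = 0.0619 with an estimated correlation). Among the lower ones were the matrix proteoglycan gene Fmod (-3.60), Ccl19, Clu and Tgfbi (-4.10). Of 6 tested markers of lymphoid tissue organizer (LTo) and marginal reticular cells, 5 were lower, also when adjusted over the list alone, including Cxcl13, Mfge8 (-3.14) and Enpp2, the lysophosphatidic acid-producing enzyme autotaxin (-3.22). Across the list the median was -2.85 (camera adjusted p = 5.79e-08, and adjusted p = 0.0243 with an estimated correlation). Markers of CD34+ SCs of the Cd248 and Ackr3 type ran the other way, with 13 of 16 higher in mLN, 13 adjusted over the list alone. Examples are the microfibril gene Fbn1 (2.38), the receptor tyrosine kinase Axl (1.65) and Ackr3 (2.1). With a median of 1.55, the list had a camera adjusted p = 5.79e-08, and adjusted p = 0.265 with an estimated correlation. Of the CD34+ list around Aldh1a2 and Gdf10, 5 of 14 were higher and 1, Vtn (-3.14), was lower, with 5 and 1 adjusted over the list alone. Its members had a median of 0.59 (camera adjusted p = 0.0304, and adjusted p = 0.387 with an estimated correlation). Inmt+ FRC markers went both ways, 2 higher and 5 lower of 11, and their list did not pass (camera adjusted p = 0.285). Because these subsets were named in the study of the same tissues, their direction is not independent evidence.

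Antigen presentation genes were lower in mLN, 11 of 15 members, 11 adjusted over the list alone. The median was -1.54, with camera adjusted p = 3.16e-14, and adjusted p = 0.0441 with an estimated correlation. The invariant chain gene Cd74 was at 9.55 ± 3.33 RPKM in mLN and 212 ± 18.2 RPKM in pLN (-4.39 ± 0.22, limma adjusted p = 8.01e-10). The MHC class II genes H2-Aa (-3.0) and H2-Ab1 (-4.38) and the class I gene H2-K1 (-1.84) were lower too. Of the limb and body-wall transcription factors 4 of 5 were lower, 4 adjusted over the list alone. Camera gave adjusted p = 2.16e-05 at a median of -1.39, and adjusted p = 0.0243 with an estimated correlation. Tbx15, a T-box factor of limb and skin mesenchyme, was at 0.122 ± 0.0804 RPKM in mLN and 15.1 ± 4.19 RPKM in pLN (-3.82 ± 0.15, limma adjusted p = 8.57e-11). Tbx18 (-2.20), Msx1 (-1.39) and Prrx1 (-1.2) were the others. Of the visceral mesoderm factors, 4 of 9 were higher, 4 adjusted over the list alone, namely Nkx2-3, Tcf21, Wt1 (2.19) and Meis1 (1.19). Foxf1, named after its value was seen, was lower at -1.27. At a list median of 0.60, camera gave adjusted p = 4.71e-04, and adjusted p = 0.0537 with an estimated correlation.

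Inflammatory cytokine genes were lower in mLN, 7 of 14 members. Among them were the monocyte chemokine Ccl2 (-1.77), the NF-kB inhibitors Tnfaip3 (-1.72) and Nfkbia (-1.03) and the adhesion molecule Icam1 (-1.38). Without mLN SPF replicate 2 the change of Nfkbia was -0.94, under 2-fold. The median was -0.85 (camera adjusted p = 6.61e-04, and adjusted p = 0.265 with an estimated correlation). Immediate early and heat shock genes, which tissue dissociation can induce, were lower in 7 of 19, including Ier3 (-1.19), Dnajb1 (-1.33) and Hspa1a (-1.80). Across the list the median was -0.76 (camera adjusted p = 3.41e-08, and adjusted p = 0.0823 with an estimated correlation). Complement and acute phase genes divided, with Hp and the complement inhibitor Cd55 (2.41) higher and 4 of 13 lower, among them Serpina1b and C2 (-2.12). With a median of -0.70, the list had a camera adjusted p = 0.00229, and adjusted p = 0.224 with an estimated correlation. In the matrix list 7 of 24 genes were higher, for instance fibronectin Fn1 (1.95), periostin Postn (2.14) and elastin Eln (1.78). In it 2 were lower, including tenascin C, Tnc, at -2.89. Its members had a median of 0.75 (camera adjusted p = 4.71e-04, and adjusted p = 0.303 with an estimated correlation). For each of these lists the counts adjusted over the list alone were the same.

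Markers of perivascular and smooth muscle cells moved together with the T zone, LTo and antigen presentation lists. Of 9 members 7 were lower in mLN, 7 adjusted over the list alone. The median was -3.01, with camera adjusted p = 1.26e-08, and adjusted p = 0.0696 with an estimated correlation. The pericyte gene Rgs5 was at 1.94 ± 1.23 RPKM in mLN and 49.8 ± 8.34 RPKM in pLN (-4.20 ± 0.31, limma adjusted p = 3.31e-08). Smooth muscle actin, Acta2, was at 5.69 ± 1.66 and 100.0 ± 3.77 RPKM (-3.94 ± 0.30, limma adjusted p = 4.86e-08). Notch3 (-3.01) and the potassium channel gene Kcnj8 (-3.81) were lower as well. In bulk values of a mixed sort, a lower share of such cells and lower expression per cell cannot be told apart. The lists for blood endothelial cells, adipocytes and Schwann cells did not pass (camera adjusted p = 0.993, 0.297 and 0.157). Nor did those for interferon response (0.0829), BMP signalling (0.431), prostanoid metabolism (0.428), microbial sensing (0.696), Hox genes (0.241), retinoid metabolism (0.909) and WNT signalling (0.944), all camera adjusted p. Median, mean and test differed in sign for the retinoid list (median -0.03, mean 0.39, test lower), the WNT list (median 0.25, mean 0.05, test lower), the microbial sensing list (median 0.02, mean -0.14, test lower) and the blood endothelial list (median 0.28, mean -0.24, test lower). Of the 12 lists called with the preset correlation, 3 held with an estimated one, namely LTo cells, limb factors and antigen presentation.

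Of the genes that the study names, Cxcl9, an interferon-induced chemokine, was lower in mLN in SPF mice (-3.42 ± 0.18, limma adjusted p = 1.22e-09). Il7 (-3.39 ± 0.22, limma adjusted p = 8.59e-09) and Il6 (-1.56 ± 0.28, limma adjusted p = 3.30e-04) were lower too. Cd34 (1.02 ± 0.20, limma adjusted p = 7.23e-04) and Ly6a (1.23 ± 0.22, limma adjusted p = 3.88e-04) were higher. Cd34 fell below the 2-fold threshold under 5 of 25 alternatives, over which its limma adjusted p ranged from 2.88e-05 to 0.00451. Among these were the fits without mLN SPF replicate 2 (0.93) and without pLN SPF replicate 2 (0.92). Differences for Meis2 (0.46), Tcf4 (-0.24), Foxn2 (0.06), Irf3 (0.42), Irf1 (-0.60), Cxcl1 (-0.17) and Pdpn itself (-0.17) did not pass both thresholds. Ccl20 stayed under the filter, with mean RPKM of 0.0836 in mLN and 0.406 in pLN of SPF mice.

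In GF mice the same question was asked without a microbiota. Tcf21 and Nkx2-3 were again high in mLN, and Ccl19 and Cxcl13 low. Tcf21 was at 34.1 ± 5.17 RPKM in mLN and 0.0906 ± 0.0811 RPKM in pLN (5.00 ± 0.13, limma adjusted p = 3.86e-13). Nkx2-3 was at 23.0 ± 1.70 and 0.0626 ± 0.0605 RPKM (4.49 ± 0.11, limma adjusted p = 3.86e-13), and Aldh1a2 at 14.9 ± 8.70 and 0.104 ± 0.154 RPKM (3.69 ± 0.33, limma adjusted p = 2.64e-07). Aldh3a1 was at 0.124 ± 0.0290 RPKM in mLN and 71.8 ± 12.1 RPKM in pLN (-6.00 ± 0.13, limma adjusted p = 1.68e-13). Ccl19 was at 42.4 ± 11.8 and 1556 ± 301 RPKM (-5.19 ± 0.27, limma adjusted p = 1.17e-09) and Cxcl13 at 7.48 ± 2.98 and 249 ± 38.6 RPKM (-4.94 ± 0.25, limma adjusted p = 1.17e-09). The bone morphogenetic protein gene Bmp6 (3.16), Krtdap (4.21), Hp (4.10), Tnfrsf11b (4.05), Nov (3.85), Ptgis (3.63) and C1qtnf3 (3.59) were higher. Conversely, Sostdc1 (-4.91), Il1r2 (-4.60), Thbs4 (-4.59), Stmn2 (-4.41), Apod (-4.25) and Tbx15 (-3.95) were lower. With limma 1117 genes passed, 446 higher and 671 lower in mLN, and the libraries did not overlap for any of these 1117 and for 50.2% of all tested genes, where chance gives 10%. At adjusted p alone 3456 passed, 1664 higher and 1792 lower.

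T zone FRC markers were lower in 12 of 15. Camera gave adjusted p = 3.84e-12 at a median of -3.13, and adjusted p = 0.113 with an estimated correlation. LTo and marginal reticular markers were lower in 6 of 6. At a list median of -2.40, camera gave adjusted p = 2.25e-06, and adjusted p = 0.0442 with an estimated correlation. All 16 Cd248 and Ackr3 type CD34+ markers were higher, with Fbn1 at 2.62 and Cd248 at 2.47. The median was 1.84 (camera adjusted p = 5.04e-11, and adjusted p = 0.167 with an estimated correlation). Of the Aldh1a2 and Gdf10 type 7 of 14 were higher and 1, Vtn (-3.04), was lower. Across the list the median was 0.76 (camera adjusted p = 5.79e-04, and adjusted p = 0.205 with an estimated correlation). Interferon response genes were lower in 9 of 26, including Cxcl9 (-3.86), the ubiquitin-like modifier protease Usp18 (-1.76), the immunity-related GTPase Iigp1 (-2.46) and Cxcl10 (-2.55). With a median of -0.51, the list had a camera adjusted p = 4.87e-04, and adjusted p = 0.291 with an estimated correlation. Antigen presentation genes were lower in 11 of 15. Its members had a median of -1.69 (camera adjusted p = 1.94e-11, and adjusted p = 0.0593 with an estimated correlation). Inflammatory cytokine genes were lower in 6 of 14, with the hyaluronan synthase gene Has1 higher at 2.27. The median was -0.60, with camera adjusted p = 0.00590, and adjusted p = 0.294 with an estimated correlation. In it Nfkbia (-1.01) was under 2-fold without mLN GF replicate 2 (-0.97) or pLN GF replicate 2 (-0.99). Visceral mesoderm factors were higher in 4 of 9 and lower in 1, Foxf1 (-1.38), named after its value was seen. Camera gave adjusted p = 1.25e-04 at a median of 0.66, and adjusted p = 0.0442 with an estimated correlation. Limb and body-wall factors were lower in 3 of 5. At a list median of -1.27, camera gave adjusted p = 3.37e-04, and adjusted p = 0.0442 with an estimated correlation. In each of these lists the counts were the same when adjusted over the list alone.

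Matrix genes were higher in 10 of 24, among them the fibulins Fbln2 (2.79) and Fbln5 (2.31), and lower in 2, including Tnc (-2.45). The median was 0.72 (camera adjusted p = 7.07e-08, and adjusted p = 0.148 with an estimated correlation). Immediate early and heat shock genes were lower in 4 of 19. Across the list the median was -0.54 (camera adjusted p = 4.87e-04, and adjusted p = 0.243 with an estimated correlation). Complement and acute phase genes were lower in 5 of 13, with Hp and Cd55 (1.94) higher. With a median of -0.51, the list had a camera adjusted p = 0.0454, and adjusted p = 0.321 with an estimated correlation. Perivascular and smooth muscle markers again moved with the T zone list, 7 of 9 lower in mLN, among them Rgs5 (-4.49) and desmin, Des (-2.87). Its members had a median of -2.40 (camera adjusted p = 1.63e-06, and adjusted p = 0.142 with an estimated correlation). Of the Schwann cell list, 1 of 4, Pmp22 (1.05), was higher, though under 2-fold without pLN GF replicate 1 (0.96). The median was 0.91, with camera adjusted p = 0.0439, and adjusted p = 0.150 with an estimated correlation. Counts adjusted over the list alone were the same in these lists. With an estimated correlation 3 of the 14 called lists held, namely LTo cells, visceral factors and limb factors. Of lists that did not pass, the retinoid (median -0.22, mean 0.34, test higher) and blood endothelial list (0.25, -0.11, test higher) differed in sign. Among the genes taken as named in the study Il7 (-3.32) was lower and Cd34 (1.45) and Ly6a (1.35) were higher, while Meis1 (0.60) and Il6 (-0.75) missed the 2-fold threshold.

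Location differences of both housing conditions were then set side by side. Of the 1013 genes called in SPF mice and the 1117 called in GF mice, 866 were called in both in the same direction and 0 in opposite directions. That is 85.5% of the former and 77.5% of the latter. Independent lists with as many higher and lower genes would share 60.7 in the same direction. Changes correlated across genes at Pearson r = 0.931 and Spearman rho = 0.827, where genes are not independent replicates. These comparisons share no library.

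**Figure D3:**
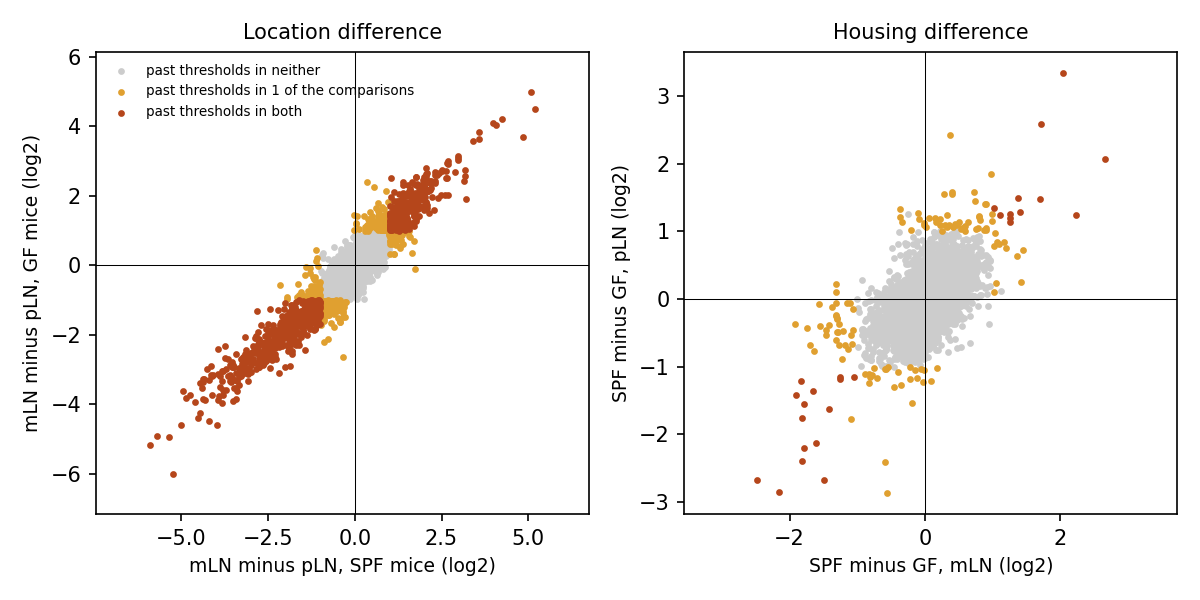
Log2 change per gene of mLN minus pLN in SPF (horizontal axis) against GF mice (vertical axis) at left, and of SPF minus GF in mLN (horizontal axis) against pLN (vertical axis) at right; each point is 1 of 9758 genes, coloured by whether it passed both thresholds in neither, 1 or both comparisons. The changes correlate at r = 0.931 at left and r = 0.574 at right.

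Next, SPF and GF mice were compared within mLN. They came from different colonies, so a difference between them, that of Zhx2 included, may be one of colony and not of microbiota. Zhx2, a zinc finger and homeobox repressor, was at 8.40 ± 0.112 RPKM in SPF and 0.496 ± 0.150 RPKM in GF mice (2.66 ± 0.11, limma adjusted p = 1.70e-09). F3, which encodes tissue factor, the initiator of blood coagulation, was higher in SPF mice at 241 ± 30.9 against 72.1 ± 5.40 RPKM (1.72 ± 0.13, limma adjusted p = 1.96e-06). So was the plasminogen activator gene Plau at 243 ± 15.6 against 90.8 ± 4.33 RPKM (1.41 ± 0.15, limma adjusted p = 6.28e-05). Tsc22d3, the glucocorticoid-induced leucine zipper GILZ, was lower in SPF mice at 29.7 ± 1.31 against 136 ± 12.6 RPKM (-2.16 ± 0.13, limma adjusted p = 1.32e-07). Acta2 was lower in SPF mice too, at 5.69 ± 1.66 against 26.4 ± 12.9 RPKM (-1.92 ± 0.30, limma adjusted p = 0.00150). Zhx2 lies on chromosome 15 from 57694665 to 57839832, F3 on chromosome 3 from 121723537 to 121735048 and Tsc22d3 on chromosome X from 140539528 to 140600659 (GRCm38).

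Further genes higher in SPF mLN were Oaf (2.23), the protease inhibitor Serpine2 (1.70), the kinase gene Plk2 (1.37) and Sox9 (1.36). Aldh1a2 (1.41 ± 0.33, limma adjusted p = 0.0224) and the carbonic anhydrase Car3 (1.45 ± 0.39, limma adjusted p = 0.0491) also passed. Both depended on the setting, Car3 losing its call in 16 of 24 alternatives (limma adjusted p from 0.0125 to 0.189) and Aldh1a2 in 6 of 24 (0.00212 to 0.129). For Aldh1a2 these include the fits without mLN SPF replicate 2 (1.11) or 3 (1.44) and without mLN GF replicate 1 (0.97) or 3 (1.45). Lower in SPF mLN were the stress gene Ddit4 (-1.90), the cell cycle kinase Wee1 (-1.83), Fam180a (-1.82), and the transcription factor PLZF, Zbtb16 (-1.82). Akr1c14 (-1.79), the angiotensin receptor Agtr2 (-1.78), Serpina1b (-1.75) and Ccl21a (-1.70) were lower too, with limma adjusted p of these 8 genes between 3.59e-06 and 0.00451. With limma 70 genes passed, 23 higher and 47 lower in SPF mice. Libraries did not overlap for 69 of them and for 25.9% of all tested genes, where chance gives 10%. The authors' deposited DESeq2 results called 41 of the 70, and held 151 genes at adjusted p alone. With a pseudocount of 0.1 the count was 144, with voom on the recovered reads, chosen after seeing the data, 125, and at adjusted p alone 443 (242 higher, 201 lower).

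**Figure D4:**
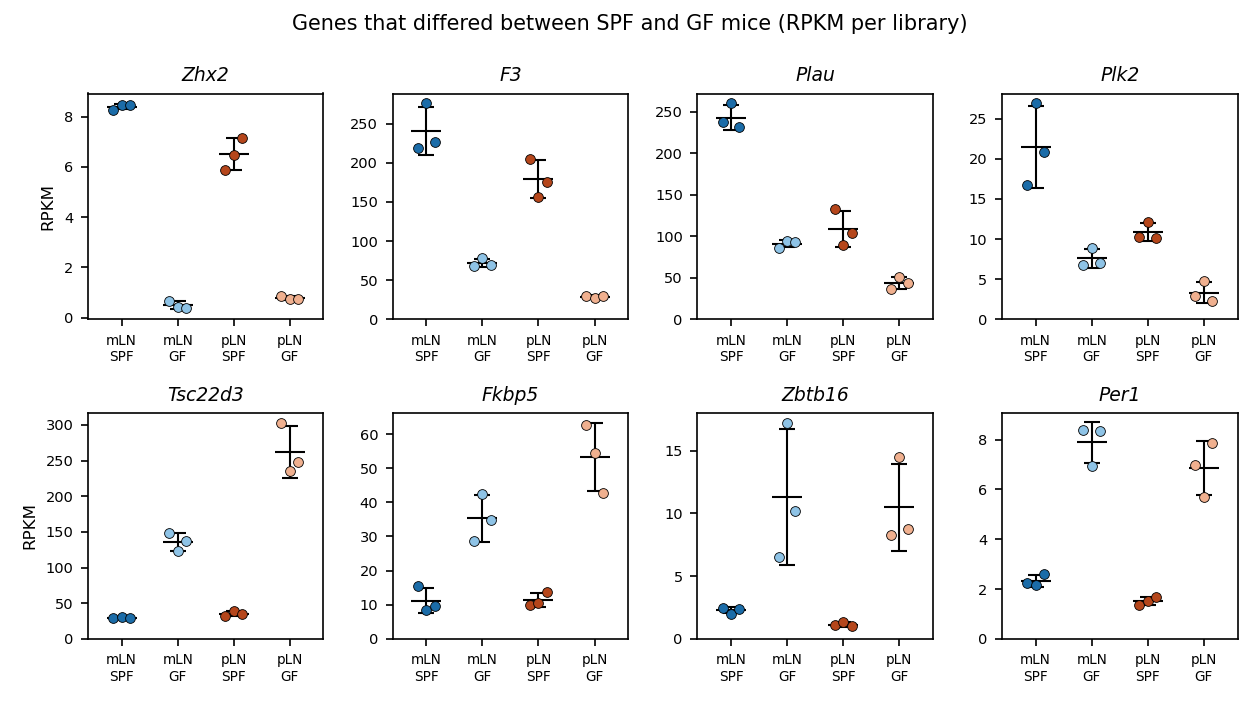
RPKM of 8 genes in each library (vertical axes, 1 scale per gene) by location and housing (horizontal axes); points are libraries, long bars are means and short bars span 1 SD either way (n = 3). Zhx2, F3, Plau and Plk2 are higher in SPF mice, and Tsc22d3, Fkbp5, Zbtb16 and Per1 are higher in GF mice, in both locations.

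Among the lists, interferon response genes lay slightly higher in SPF mLN, with 25 of 26 members above 0 and none past the fold threshold, 0 also when adjusted over the list alone. Camera gave adjusted p = 1.85e-10 at a median of 0.42, and adjusted p = 0.191 with an estimated correlation. Cmpk2 (0.69 ± 0.12) and the GTPase gene Irgm1 (0.71 ± 0.13) had limma adjusted p of 0.00243 and 0.00352 with changes under 2-fold. The interferon regulatory factor Irf1 (0.81 ± 0.14, limma adjusted p = 0.00263) was similar. T zone FRC genes were lower in SPF mLN, 5 of 15, 5 adjusted over the list alone. At a list median of -0.49, camera gave adjusted p = 1.33e-06, and adjusted p = 0.254 with an estimated correlation. They include the BMP antagonist Grem1 (-1.27), Clu (-1.30), Ccl21a and Ccl19 (-1.32 ± 0.27, limma adjusted p = 0.00917). Without mLN GF replicate 3 the change of Ccl19 was -1.2 and its limma adjusted p 0.0595, within a range of 0.000316 to 0.0595 over its alternatives. Perivascular markers moved the same way, Acta2 being the 1 of 9 past the thresholds. The median was -0.48 (camera adjusted p = 0.0149, and adjusted p = 0.308 with an estimated correlation). Of the LTo markers Mfge8, at -1.07, was the 1 of 6 that was lower. Its change was under 2-fold without mLN SPF replicate 2 (-0.90), mLN GF replicate 1 (-0.98) or mLN GF replicate 3 (-0.96). Across the list the median was -0.47 (camera adjusted p = 0.0325, and adjusted p = 0.254 with an estimated correlation).

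Smaller shifts toward higher values in SPF mLN passed for 7 lists. In the CD34+ Aldh1a2 and Gdf10 list 1 of 14 was higher, Aldh1a2. With a median of 0.37, the list had a camera adjusted p = 0.0219, and adjusted p = 0.308 with an estimated correlation. In WNT signalling 1 of 14 was higher, the WNT antagonist Sfrp4 at 1.25. Its members had a median of 0.25 (camera adjusted p = 0.0325, and adjusted p = 0.254 with an estimated correlation). In the other 5 lists 0 members passed both thresholds. For 9 visceral mesoderm factors the median was 0.22 (camera adjusted p = 0.0325, and adjusted p = 0.208 with an estimated correlation). For 5 limb and body-wall factors it was 0.32 (camera adjusted p = 0.0325, and adjusted p = 0.191 with an estimated correlation). For 7 genes of prostanoid metabolism it was 0.19 (camera adjusted p = 0.0290, and adjusted p = 0.191 with an estimated correlation). For 12 genes of microbial sensing it was 0.21 (camera adjusted p = 0.0149, and adjusted p = 0.191 with an estimated correlation). For 4 genes of Schwann cells and nerve it was 0.28 (camera adjusted p = 0.0325, and adjusted p = 0.191 with an estimated correlation). Inmt+ FRC markers shifted lower with 0 of 11 past both thresholds. The median was -0.32, with camera adjusted p = 0.0325, and adjusted p = 0.423 with an estimated correlation. Ptgir, the prostacyclin receptor (0.96 ± 0.14), and Lbp, the lipopolysaccharide-binding protein (0.76 ± 0.17), had limma adjusted p of 9.47e-04 and 0.0157 but changed less than 2-fold. Counts adjusted over the list alone were the same. Of the 12 lists called, 0 held with an estimated correlation and 6 by fry, and 7 were called without mLN SPF replicate 2 or without mLN GF replicate 3. Median, mean and test differed in sign for 4 lists that did not pass, namely immediate early genes (median 0.08, mean -0.10), complement (0.07, -0.05), antigen presentation (0.05, -0.03) and blood endothelial cells (0.14, -0.02).

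SPF and GF mice were also compared within pLN, where the difference of colony limits the reading in the same way. F3 was at 179 ± 24.2 RPKM in SPF and 28.9 ± 1.58 RPKM in GF mice (2.58 ± 0.13, limma adjusted p = 7.75e-09) and Zhx2 at 6.5 ± 0.636 and 0.779 ± 0.0666 RPKM (2.07 ± 0.11, limma adjusted p = 1.61e-08). C7, a component of the terminal complement complex, was at 124 ± 1.89 and 23.5 ± 9.34 RPKM (2.42 ± 0.22, limma adjusted p = 7.99e-06). The adhesion molecule gene Cadm1 was at 0.528 ± 0.217 RPKM in SPF and 10.3 ± 2.36 RPKM in GF mice (-2.87 ± 0.16, limma adjusted p = 2.06e-08). Tsc22d3 was at 35.4 ± 3.83 and 262 ± 36.1 RPKM (-2.85 ± 0.13, limma adjusted p = 4.55e-09) and Trf, which encodes transferrin, at 2.90 ± 0.443 and 19.7 ± 1.27 RPKM (-2.41 ± 0.11, limma adjusted p = 4.99e-09). Several more genes with known induction by glucocorticoids were lower in SPF pLN: the immunophilin Fkbp5 (-2.13), Zbtb16 (-2.39), the clock gene Per1 (-1.63) and the pyruvate dehydrogenase kinase Pdk4 (-2.68), with limma adjusted p between 1.25e-06 and 3.35e-05. Agtr2 (-2.21), Tsc22d1 (-1.77) and Fam180a (-1.76) were lower too. Id4 (1.85), Scin (1.58), Inmt (1.58), Fgl2 (1.54), the peptide hormone gene Adm (1.54), Plk2 (1.5) and Serpine2 (1.47) were higher.

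Across all genes 101 passed with limma, 60 higher and 41 lower in SPF pLN. Libraries did not overlap for 100 of them and for 27.2% of all tested genes, where chance gives 10%. The authors' deposited DESeq2 results called 46 of the 101, and held 180 genes at adjusted p alone. The share of calls higher in SPF pLN depended on the scaling, at 59.4% in the deposited RPKM, 71.3% of 108 genes after median-of-ratios rescaling and 65.8% of 114 after quantile normalization. These shared 91 and 95 of the 101 genes. It also depended on single libraries, at 44.2% of 104 genes without pLN SPF replicate 1 and 50% of 92 without pLN GF replicate 1. With a pseudocount of 0.1 the count was 170, with voom on the recovered reads, chosen after seeing the data, 171, and at adjusted p alone 1050 (392 higher, 658 lower). The median change over all tested genes was -0.056, and 0.018 after median-of-ratios rescaling.

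BMP signalling genes were higher in SPF pLN, 3 of 18, 3 adjusted over the list alone, namely the BMP target genes Id4 and Id2 (1.05) and the activin antagonist Fst (1.40). Camera gave adjusted p = 1.78e-05 at a median of 0.31, and adjusted p = 0.0230 with an estimated correlation. WNT signalling genes included Wnt5a (1.02) and Sfrp4 (1.2) as the 2 of 14 that were higher. At a list median of 0.34, camera gave adjusted p = 7.86e-05, and adjusted p = 0.0966 with an estimated correlation. The CD34+ list of the Aldh1a2 and Gdf10 type had 2 of 14 higher, the growth factor Fgf7 (1.41) and the cortisone-activating enzyme Hsd11b1 (1.10). The median was 0.34 (camera adjusted p = 0.00125, and adjusted p = 0.291 with an estimated correlation). That of the Cd248 and Ackr3 type had 0 of 16 past both thresholds. Across the list the median was 0.43 (camera adjusted p = 3.00e-05, and adjusted p = 0.420 with an estimated correlation). Limb and body-wall factors had 1 of 5 higher, Tbx18 at 1.24. With a median of 0.41, the list had a camera adjusted p = 0.00112, and adjusted p = 0.0602 with an estimated correlation. Matrix genes had 1 of 24, Fbln1 at 1.27. Its members had a median of 0.13 (camera adjusted p = 0.0161, and adjusted p = 0.541 with an estimated correlation). Immediate early and heat shock genes had 0 of 19 past the thresholds. The median was 0.10, with camera adjusted p = 0.00512, and adjusted p = 0.420 with an estimated correlation. The Schwann cell list had 0 of 4. Camera gave adjusted p = 0.00993 at a median of 0.32, and adjusted p = 0.0966 with an estimated correlation. Counts adjusted over the list alone were the same. Of the 8 lists called, 1 held with an estimated correlation, BMP signalling, and 5 were called without pLN GF replicate 1. Among lists that did not pass, 3 had medians and means of opposite sign, visceral factors (median -0.02, mean 0.16), antigen presentation (-0.05, 0.01) and retinoid metabolism (0.04, -0.06).

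Leaving out a library ended 4 of these calls by the fold threshold. Id2 fell under 2-fold without pLN SPF replicate 1 (0.99) or pLN GF replicate 1 (0.97), and Hsd11b1 without pLN SPF replicate 1 (0.83). So did Sfrp4 without pLN GF replicate 1 (0.75) and Wnt5a without pLN GF replicate 3 (0.84), while the highest limma adjusted p of these genes over all alternatives was 0.0339. Of the genes that the rule takes as named in the study whatever their values, none passed both thresholds in pLN, although Inmt and Fgf7, taken for their values or lists above, are subset genes of the study as well. Irf1 passed on adjusted p alone (0.73 ± 0.14, limma adjusted p = 0.00473). Ccl19 (-0.61), Cxcl13 (-0.30) and Nkx2-3 (-0.03) did not pass.

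Housing differences of both locations were compared as well. Of 70 genes called in mLN and 101 called in pLN, 27 were called in both, all in the same direction, which is 38.6% and 26.7%. Independent lists with as many higher and lower genes would share 0.339 in the same direction. These 27 include F3, Zhx2, Plau, Plk2, Serpine2 and Sfrp4 on the higher side and Tsc22d3, Fkbp5, Per1, Pdk4, Zbtb16, Klf15, Ddit4, Agtr2 and Bcl6 on the lower side. Changes correlated across genes at Pearson r = 0.574 and Spearman rho = 0.536, genes not being independent replicates. Without mLN SPF replicate 2 the latter was 0.444. If same-numbered mLN and pLN libraries are paired, noise common to both locations could raise this overlap and these correlations, which was not tested.

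Whether housing acts differently in mLN and pLN was tested by the interaction, the SPF minus GF change in mLN minus that in pLN. C7 was at 159 ± 23.1 RPKM in SPF and 123 ± 18.2 RPKM in GF mLN but at 124 ± 1.89 and 23.5 ± 9.34 RPKM in pLN (-2.06 ± 0.31, limma adjusted p = 0.00893). Fbln1, a matrix glycoprotein gene, was at 204 ± 8.49 and 219 ± 12.1 RPKM in mLN and at 196 ± 12.9 and 81.3 ± 15.3 RPKM in pLN (-1.37 ± 0.18, limma adjusted p = 0.00311). Trf was at 11.9 ± 0.732 and 18.3 ± 0.920 RPKM in mLN and at 2.90 ± 0.443 and 19.7 ± 1.27 RPKM in pLN (1.83 ± 0.16, limma adjusted p = 7.14e-05). Also negative were Gpnmb (-1.26 ± 0.17, limma adjusted p = 0.00311), the matricellular gene Ctgf (-1.54 ± 0.23, limma adjusted p = 0.00989) and Slc10a6 (-1.03 ± 0.16, limma adjusted p = 0.0108). Slc10a6 was under 2-fold without mLN SPF replicate 2 (-0.94). Positive values were found for the ganglioside synthase gene St3gal5 (1.30 ± 0.19, limma adjusted p = 0.00893), the CSF1R ligand Il34 (1.32 ± 0.20, limma adjusted p = 0.0108), Cadm1 (2.31 ± 0.22, limma adjusted p = 1.39e-04) and Fam107a (1.35 ± 0.17, limma adjusted p = 0.00199). Cadm1 and Fam107a were below 1 RPKM in mLN. With voom on the recovered reads, chosen after seeing the data, the change of Cadm1 was 2.49 ± 0.62 with a limma adjusted p of 0.148 and that of Fam107a 0.06 ± 0.74 with one of 0.987, within ranges of 5.84e-06 to 0.148 and 0.000209 to 0.987 over their alternatives.

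**Figure D5:**
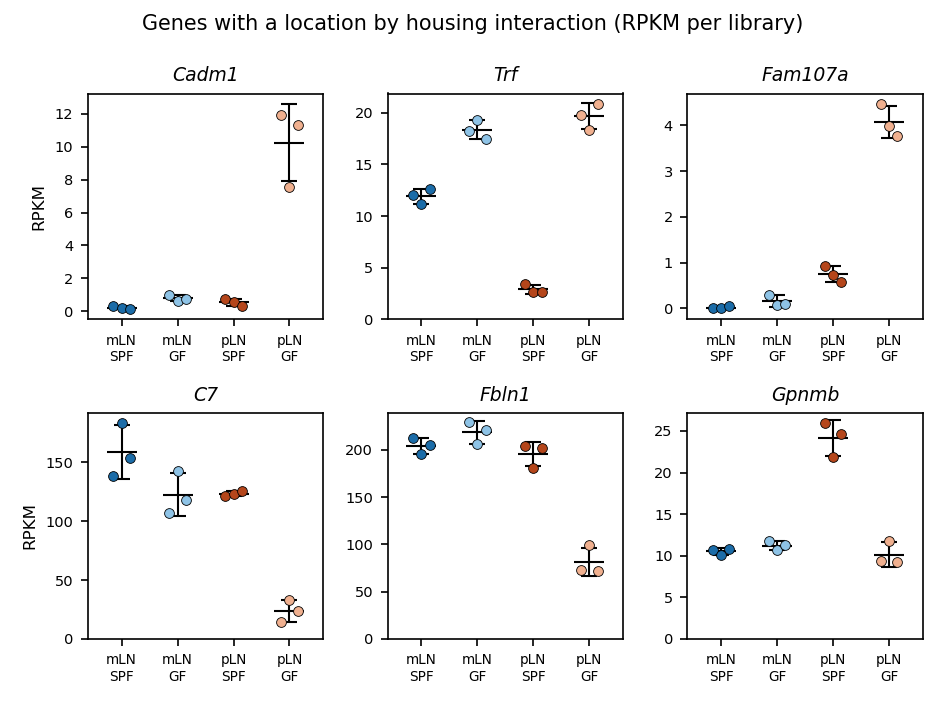
RPKM of 6 genes in each library (vertical axes, 1 scale per gene) by location and housing (horizontal axes); points are libraries, long bars are means and short bars span 1 SD either way (n = 3). Cadm1, Trf and Fam107a are higher in GF than in SPF pLN, and C7, Fbln1 and Gpnmb are lower.

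In all, 21 genes passed the interaction test in limma, 9 higher and 12 lower. Of these, 42.9% were higher, against 26.9% of 26 genes after median-of-ratios rescaling and 32.1% of 28 after quantile normalization, each sharing 19 genes with the 21. The share rose to 50% of 16 genes with a pseudocount of 0.1, 50% of 20 with 0.5, and 60% of 15 without mLN GF replicate 1. Because replicate numbers were read as pairing the SPF libraries, the blocked counts are given too. They were 25 with a replicate block, 41 with a block within housing and 45 with that block as a shared correlation, the last pair chosen after seeing the data. The count was 10 without mLN GF replicate 3 and 12 without mLN SPF replicate 3 or pLN SPF replicate 3, and 36 without pLN GF replicate 2.

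BMP signalling genes shifted with a negative sign, 5 of 18 being above 0 and 0 past both thresholds. At a list median of -0.46, camera gave adjusted p = 3.20e-05, and adjusted p = 0.0266 with an estimated correlation. The other called lists lost their call with an estimated correlation. The T zone FRC median was -0.36 (camera adjusted p = 9.03e-05, and adjusted p = 0.373 with an estimated correlation). That of the LTo list was -0.50 (camera adjusted p = 0.0493, and adjusted p = 0.370 with an estimated correlation). Markers of the Cd248 and Ackr3 type had a median of -0.27 (camera adjusted p = 2.77e-04, and adjusted p = 0.484 with an estimated correlation). Immediate early and heat shock genes had -0.18 (camera adjusted p = 1.93e-04, and adjusted p = 0.370 with an estimated correlation), and limb factors -0.12 (camera adjusted p = 0.0493, and adjusted p = 0.370 with an estimated correlation). Complement genes had a median of -0.06 (camera adjusted p = 0.0249, and adjusted p = 0.373 with an estimated correlation). Matrix genes had -0.11 (camera adjusted p = 9.03e-05, and adjusted p = 0.370 with an estimated correlation), and perivascular markers -0.32 (camera adjusted p = 0.00812, and adjusted p = 0.405 with an estimated correlation). Interferon response genes had positive values, 24 of 26 above 0. The median was 0.37 (camera adjusted p = 9.03e-05, and adjusted p = 0.370 with an estimated correlation). The WNT list was called lower with a mean of -0.15 although its median was 0.05 (camera adjusted p = 0.0249, and adjusted p = 0.370 with an estimated correlation). Signs also differed for 2 lists that did not pass, inflammatory cytokines (median 0.07, mean -0.12, test lower) and retinoid metabolism (0.04, 0.05, test lower). Adjusted over the list alone, 1 complement gene, 2 matrix genes and 1 perivascular gene were lower, against 0, 1 and 0 over all genes. Of the 11 lists, 7 were called without mLN SPF replicate 2 or pLN SPF replicate 1, 6 without mLN GF replicate 1, and 0 by fry.

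Averaged over housing, 1044 genes differed by location in limma, 407 higher and 637 lower in mLN. At adjusted p alone the larger side turned here too, with 2549 higher and 2003 lower of 4552. The median change over all tested genes was 0.046, and 0.008 after median-of-ratios rescaling. Lowest adjusted p belonged to Nkx2-3 (4.84 ± 0.08, limma adjusted p = 1.23e-15), Tcf21 (5.04 ± 0.09, limma adjusted p = 1.88e-15), C1qtnf3 (3.50), Tnfrsf11b (4.06) and the flavin monooxygenase Fmo2 (2.27) on the higher side. On the lower side these were Aldh3a1 (-5.62 ± 0.09, limma adjusted p = 1.23e-15), Sostdc1 (-5.30), the thyroid hormone-binding protein Crym (-3.50), the laminin chain Lamb3 (-4.08) and Thbs4 (-4.28). Of 13 lists called, 2 held with an estimated correlation, LTo cells (adjusted p = 0.0426 with an estimated correlation) and limb factors (0.0426). Signs of median, mean and test differed for retinoid metabolism (-0.14, 0.37, test lower), BMP signalling (0.02, 0.07, test lower) and blood endothelial cells (0.27, -0.17, test higher), which did not pass.

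Averaged over location, 50 genes differed by housing in limma, 25 higher and 25 lower in SPF mice. Leading on the higher side were Zhx2 (2.36 ± 0.08, limma adjusted p = 5.62e-11), F3 (2.15 ± 0.09, limma adjusted p = 6.99e-10), Plau (1.35) and the cold-inducible RNA-binding protein Cirbp (1.0). On the lower side they were Tsc22d3 (-2.50 ± 0.09, limma adjusted p = 9.24e-11), Agtr2 (-2.0), Trf (-1.5), Per1 (-1.52) and Cadm1 (-1.71). Cirbp fell below 2-fold in 6 of 23 alternatives, each leaving out 1 library (mLN SPF replicate 2 or 3, mLN GF replicate 2, pLN SPF replicate 2, pLN GF replicate 2 or 3). Its lowest value there was 0.97, with limma adjusted p from 9.27e-07 to 2.46e-05 over its alternatives. The count was 113 with a pseudocount of 0.1, 130 with voom on the recovered reads and 1572 at adjusted p alone (694 higher, 878 lower). Cadm1, Oaf and Zbtb16, all past both thresholds here, lie on chromosome 9 within 10 Mb of Thy1. Of 11 lists called, 0 held with an estimated correlation, the lowest being BMP signalling and limb factors (adjusted p = 0.0776 with an estimated correlation for both). In 3 lists that did not pass, median and mean were near 0 and their signs or that of the test differed, namely Hox genes (-0.02, 0.00069, test higher), antigen presentation (-0.02, -0.01, test higher) and matrix (-0.0011, 0.02, test higher).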

Values the study reported

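The study reported 5327 differentially accessible regions between mLN and pLN SCs of SPF mice. For the presence of a microbiota it reported 11 such regions in mLN and 64 in pLN.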

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

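The counts over other splits of the libraries and the voom fit were chosen as tests after the results were seen. A difference of housing between mLN and pLN drew attention in 21 genes, by the limma test of that difference itself. Given as the log2 change in mLN minus that in pLN, it was 1.83 for Trf, 2.31 for Cadm1, 1.35 for Fam107a, 1.30 for St3gal5 and 1.32 for Il34, and -1.26 for Gpnmb, -1.37 for Fbln1, -2.06 for C7, -1.54 for Ctgf and -1.03 for Slc10a6. Among the lists, BMP signalling differed between the locations by camera (adjusted p = 0.0266 with an estimated correlation) while fry gave an adjusted p of 0.0820 and 0 of 18 members passed both thresholds.

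For the interaction, 7 of 100 splits that shuffled each location on its own in a fit without a block, the real one among them, gave at least as many genes as the real 21, so chance is not excluded, and the highest other split gave 116. These splits do not keep the pairing read for SPF libraries. The 6 others as large kept the real labels of pLN, whose own housing difference is a candidate explanation for them. The splits that broke both locations gave at most 0. Splits that moved the mLN and pLN libraries of a number together, in the fit with a block within housing, are 10, too few for a share under 0.05, with 41 genes in the real split and 0 in the highest other. Low expression stays open for Fam107a, under 1 RPKM in mLN, whose change was 1.35 ± 0.17 and with voom 0.06 ± 0.74 (limma adjusted p = 0.987, range over its alternatives 0.000209 to 0.987), whereas Cadm1, also under 1 RPKM there, had a change of 2.49 ± 0.62 with voom against 2.31 ± 0.22 and lost its call as the SE grew (limma adjusted p = 0.148, range 5.84e-06 to 0.148). A biological difference between the nodes in their response to housing was not tested beyond this.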

How the results depend on the processing

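The voom fit on recovered reads, the fits keeping the 21 genes left out and the replicate block within housing were chosen after seeing the data, and all other alternatives before. Of 548 values that answer a comparison, 511 stayed in their direction and within 1.5 times or 1 SD, and of 5131 values of called genes 5081 kept their call. Leaving out a library of neither compared group keeps the fold change of a pairwise comparison, so many of these values could hardly move. Of 209 called gene results 16 lost the call in at least 1 setting, and 14 uncalled ones gained it. Depth limits genes near 1 RPKM, whose changes depend on the pseudocount. Where a value moved and nothing below shows why, the cause was not tested.

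Without a fold threshold, which by construction admits smaller changes, 3270 (1925 higher, 1345 lower) and 3456 (1664, 1792) genes passed for location in SPF and GF mice, 443 (242, 201) and 1050 (392, 658) for housing in mLN and pLN, and 4552 (2549, 2003) and 1572 (694, 878) for location and housing averaged. The larger side thereby turned for location in SPF mice and averaged and for housing in mLN and pLN. In that order the median change over all tested genes was 0.095, 0.046, 0.014 and -0.056. After median-of-ratios rescaling it was 0.014, 0.008, 0.004 and 0.018. Such an offset can tilt counts that have no fold threshold, so the larger side there is uncertain. With a pseudocount of 0.1 housing counts were 144 (54 higher, 90 lower) in mLN, 170 (106, 64) in pLN and 113 (54, 59) averaged, and with voom 125 (48, 77), 171 (99, 72) and 130 (51, 79). Lists called with an estimated correlation numbered 3, 3, 0, 1, 1, 2 and 0 in the order location SPF, location GF, housing mLN, housing pLN, interaction, location averaged and housing averaged, and by fry 19 for location SPF, 6 for housing mLN, 4 for housing pLN, 0 for the interaction and 20 for location averaged.

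A replicate block gave 25 interaction genes, a block within housing 41 (11 higher, 30 lower) and the same block as a shared correlation 45 (13, 32). The plain replicate block left the SPF location count at 1013, changed no other call count by over 1.5 times (GF location 1118, housing 70 and 101, averaged 1044 and 50) and ended the call of Car3 in mLN. Over all 18 same-numbered pairs correlations ran from -0.34 to 0.46, 6 were over 0.1, and 3 libraries correlated best with their own number.

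Leaving out each library in turn, counts ranged from 959 to 1100 (location SPF), 1019 to 1225 (location GF), 61 to 99 (housing mLN), 92 to 140 (housing pLN), 10 to 36 (interaction), 998 to 1106 (location averaged) and 46 to 60 (housing averaged). Shared location calls ranged from 81.3% to 88.2% and 72.9% to 81.1%, with r 0.919 to 0.933 and rho 0.783 to 0.832, and shared housing calls from 33.3% to 41.2% and 20% to 32.4%, with r 0.511 to 0.584 and rho 0.444 to 0.551. Lists called ranged, in the order above, 11 to 13, 12 to 14, 7 to 13, 5 to 11, 6 to 11, 13 in each and 9 to 13. Counts moved by over 1.5 times for interaction genes without mLN SPF replicate 3 (12), mLN GF replicate 3 (10), pLN SPF replicate 3 (12) or pLN GF replicate 2 (36). For lists they did so for housing in mLN without mLN SPF replicate 2 (7) or mLN GF replicate 3 (7), for housing in pLN without pLN GF replicate 1 (5), and for the interaction without mLN SPF replicate 2 (7), mLN GF replicate 1 (6) or pLN SPF replicate 1 (7).

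Direction reversed in 26 gene values, none called, with a lowest limma adjusted p of 0.381. By voom they were Mbp -0.0232, Tcf4 -0.00595 and Il6 -0.0111 for housing in mLN and Tcf4 -0.0153 in pLN, and by median-of-ratios rescaling Foxn2 -0.00941 for location in SPF mice. All other reversals came when 1 library was left out. Ranges over the libraries left out were, for housing in mLN, -0.0242 to 0.108 for Mbp, -0.271 to 0.0264 for Cxcl9, -0.0171 to 0.136 for Ptgis, -0.0212 to 0.0641 for Tcf4, -0.128 to 0.0667 for Irf3 and -0.0399 to 0.121 for Il6. For housing in pLN they were -0.0452 to 0.0900 for Pmp22, -0.0734 to 0.00882 for Nkx2-3, -0.196 to 0.518 for Ptgis, -0.0265 to 0.0372 for Tcf4, -0.00162 to 0.307 for Foxn2, -0.330 to 0.0345 for Il7 and -0.219 to 0.246 for Cxcl1. For location in SPF mice that of Foxn2 was -0.0841 to 0.224.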

Other observations

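The tests of clock genes, of dissociation genes, of linked segments and of other splits were chosen after the results were seen, and those of held-out glucocorticoid genes and of the region around Thy1 before. Some markers of other cell types moved apart from the rest of their lists, and are given as values of genes chosen after they were seen unless named above. Plvap, a protein of fenestrated vessels, was at 13.0 ± 3.03 RPKM in mLN and 129.8 ± 9.84 RPKM in pLN of SPF mice (-3.25 ± 0.21, limma adjusted p = 9.26e-09), and Tek, the angiopoietin receptor, at 76.5 ± 7.66 and 22 ± 0.762 RPKM (1.75 ± 0.18, limma adjusted p = 1.45e-06). Other endothelial genes were near the detection limit, with Pecam1 at 0.926 ± 0.353 and 0.797 ± 0.390 RPKM, CD31 being its product and a marker excluded by the sort. Ackr4, a scavenger of CCR7 ligands, was at 7.88 ± 2.37 RPKM in mLN and 0.538 ± 0.306 RPKM in pLN (2.52 ± 0.20, limma adjusted p = 8.59e-08), while the lymphatic genes Lyve1 and Prox1 were at 0.264 and 0.150 RPKM in mLN. Wt1 (2.19 ± 0.13, limma adjusted p = 3.41e-09) and Fgf1 (1.2 ± 0.17, limma adjusted p = 3.98e-05) of the mesothelial list were higher in mLN. The spindle gene Tpx2 was lower in mLN (-1.61 ± 0.18, limma adjusted p = 3.55e-06), whereas Top2a was at 0.666 and 0.308 RPKM. Lymphocyte genes Cd79b, Lck and Cd5 reached at most 0.878, 1.62 and 0.193 RPKM in any library, and the myeloid gene Lyz2 at most 5.21 RPKM. The lists for proliferation, lymphocytes, myeloid, lymphatic endothelial and mesothelial cells had fewer than 3 tested members and were not tested. The deposited values hold only 3 of 18 proliferation, 3 of 18 lymphocyte, 3 of 14 myeloid and 3 of 12 mesothelial markers. Low values of those few therefore cannot show that such cells were absent.

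Thy1, a surface marker with known alleles between mouse strains, was chosen after its values were seen. It was at 5.15 ± 1.5 RPKM in SPF and 17.0 ± 3.30 RPKM in GF mLN (-1.56 ± 0.23, limma adjusted p = 9.82e-04) and at 5.23 ± 1.32 and 5.73 ± 2.17 RPKM in pLN (-0.08 ± 0.23, limma adjusted p = 0.869). The interaction was -1.48 ± 0.33 with a limma adjusted p of 0.0903. The study's methods name the SPF strain by the CD90.1 allele of Thy1 and the labels give no genotype per library, so an allele difference is not separated from housing for Thy1 and its neighbours. Chosen likewise, Glo1 (1.09 ± 0.12, limma adjusted p = 6.16e-05) and Cdkn1a (-1.64 ± 0.18, limma adjusted p = 6.75e-05) also differed in mLN.

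Genes known to be induced by glucocorticoids, such as Tsc22d3, Fkbp5, Zbtb16, Per1 and Klf15, were higher in GF than in SPF mice at both locations. Of 15 further such genes that were held out, 13 were tested. Averaged over location, all 13 were lower in SPF mice, 11 at a limma adjusted p below 0.05 (Bcl6 -1.2, Per2 -0.88, Errfi1 -0.85, Klf9 -0.75). Their median was -0.67 with a permutation p = 1e-04, the smallest that 10000 random lists can give. That permutation drew genes and not libraries. It therefore treats co-regulated genes as independent and leaves out the spread between libraries. Sgk1 (-0.05) and Dusp1 (-0.07) did not pass, and Dusp1 and Nfkbia had been in earlier lists. In pLN alone 11 of 13 were lower, 8 at a limma adjusted p below 0.05. A response to tissue dissociation would raise immediate early and heat shock genes in GF mice, and their median was 0.10 with 6 of 19 lower in SPF mice, which argues against it. Another time of day at collection cannot be told apart, since evening clock genes had a median of 0.27 with Nr1d1 at 0.77 and Nr1d2 at 0.55 but only 5 were tested. Of 5 morning genes 4 were lower (median -0.05), Cry1 (-0.68) and Nfil3 (-0.68) at a limma adjusted p below 0.05. Arntl was higher at 0.27 (limma adjusted p = 0.0931). Within these lists the genes below 0.05 thus moved in opposite directions by phase, as another time of day would give. The morning median stayed near 0, however. Per1 (-1.52) and Per2 (-0.88), clock genes counted with the glucocorticoid genes and in neither list, were both lower in SPF mice. The pattern by phase is therefore one of the list members and not of all clock genes. A higher glucocorticoid exposure of the GF mice or their tissue is a candidate explanation, and colonization, breeding colony and facility cannot be separated in this design. Nor can age, since the study gives overlapping but different age ranges for GF and SPF mice.

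The 27 genes that differed by housing in both locations include Zhx2, and SPF and GF mice came from different colonies, so differences in genetic background may contribute beside the microbiota. A passenger segment around Thy1 (chromosome 9 from 44043384 to 44048579, GRCm38) cannot be told apart from chance in a test that left out Cadm1, Zbtb16 and Oaf, seen before it, as 20 of 88 other tested genes within 10 Mb had a limma adjusted p below 0.05 against 1499 of 9377 elsewhere (22.7% and 16.0%, odds ratio 1.55, one-sided Fisher exact p = 0.0629). The 3 genes left out lie within those 10 Mb and are among the 50 past both thresholds in the averaged housing comparison, so the segment stays open, for them above all. Among the 50 genes of the averaged housing comparison, 3 pairs lay within 2 Mb. In 10000 random draws of genes the median was 3 and the 95th percentile 7 (permutation p = 0.688, genes being permuted). That argues against a few segments of up to 2 Mb holding most of the 50. The count cannot decide on longer segments, since it leaves out pairs further apart than 2 Mb. Longer linked segments, single unlinked loci and the microbiota itself stay open and untested.

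Averaged over housing, 1 of 100 splits gave as many genes as the real 1044 and the highest other gave 7. With the mLN and pLN libraries of a number swapped as pairs, in the fit with a block within housing, 1 of 32 splits gave as many. The highest other of these gave 2. The smallest shares these splits can give are 0.01 and 0.031, so a chance division of these libraries is unlikely for location. Which libraries came from separate animals or experiments is not given, so chance differences between animals or pools are not excluded. Averaged over location, 1 of 100 splits that shuffled each location on its own gave as many as the real 50 and the highest other 7. These splits do not keep the pairing read for SPF libraries. Splits that keep it are 10, too few for a share under 0.05, with 49 genes in the real split and 0 in the highest other, in the fit with the block as a shared correlation. In the pairwise comparisons 10 splits are too few for a share under 0.05. The real counts and highest others were 1013 and 0 (location, SPF), 1117 and 0 (location, GF), 70 and 1 (housing, mLN) and 101 and 0 (housing, pLN).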
